A study of Mus musculus with 4 samples.

How the data were processed

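The study mapped the RNA contacts of Trim71, an RNA-binding protein of the TRIM-NHL family, in its R783H mutant form. It used mouse embryonic stem cells of the E14 background that carry a FLAG-tagged Trim71 (R783H). HITS-CLIP crosslinks protein to RNA in the cell, immunoprecipitates the protein and sequences the RNA fragments bound to it. The labels give 4 libraries: 2 made with an antibody against FLAG, called CLIP below, and 2 input libraries, called input A and input B. The inputs carry letters and the CLIP libraries carry numbers, so the labels pair none of them.

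A single table for the whole series was analysed here, a list of 793 peaks. Each peak has a position with its strand, an RPM value, a fold change, a gene name and a location. The RPM and fold change columns hold 1 value per peak and name no library, so they were read as values of the pooled CLIP libraries and of CLIP against input. No column of per-sample values was left out (0 columns). No spread between replicates could therefore be computed, and leaving out a replicate was not possible. Per the labels' protocols, the libraries followed an established HITS-CLIP protocol. The aligner, the peak caller, its thresholds, the genome build and the handling of replicates are not stated in the labels or in the file headers.

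Per the file headers, the authors gave the reads of each peak in RPM, scaled to a total of 1000000, without stating whether mapped or all reads form the total. Multiplied by 11, all values (100%) came out as whole numbers within rounding, so that 1 read was worth one eleventh of an RPM, which corresponds to a total of 11000000 CLIP reads. The deposited fold change has no base in its header and was read as log2. This reading rests on the values: the CLIP reads divided by 2 to the power of the deposited value, times a depth ratio of 7.47, gave whole numbers of input reads in 100% of the 715 peaks whose rounding error was under 0.1 reads. When the column was read as a linear ratio, the best depth ratio gave 15.8% whole values over 544 peaks scored. When it was read as a natural log, the best depth ratio gave 6.89% over 697 peaks scored. With the log2 reading, at most 12.2% were whole over 10 shuffles of the values across peaks. The depth ratio corresponds to 82160000 input reads. If either read total is a sum over libraries, the recovered reads are sums too. If the authors added a constant to the input reads, the recovered input reads include it.

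CLIP and input reads per peak were recovered in this way and used for the precision of each fold change. The 95% interval of a peak's log2 fold change was computed from the exact Clopper-Pearson interval of the CLIP share of its reads. An exact two-sided binomial test compared each peak's CLIP reads with its input reads at the depth ratio, with Benjamini-Hochberg adjustment over 793 peaks. Both cover counting error only. They compare the pooled libraries, not the conditions, and PCR copies are not independent molecules. A floor of 3 reads, the smallest number taken as detectable, corresponds to 0.27 RPM.

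Peaks were grouped by the location the authors' table gives: 3′ UTR, coding sequence, 5′ UTR, intron, unclassified exon, a combination of coding sequence and UTR, or none (listed as intergenic). Each location with at least 10 peaks was compared with 3′ UTR peaks by the difference of medians, once for log2 fold change and once for log2 RPM. The p-values came from two-sided permutation tests with 100000 resamples and were adjusted by the Benjamini-Hochberg method over the 12 comparisons (6 within quintiles of RPM, for log2 fold change alone). The smallest p the resamples can give is 1e-05. Peaks of one gene are not independent, and peaks are not biological replicates, so these tests describe the list.

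The named items followed a rule set before the data were examined. It comprised 9 genes fixed from earlier knowledge of Trim71, the 10 peaks with the largest deposited log2 fold change, and the 5 genes with the most peaks, ties going to the gene with the strongest peak. Symbols were matched to a RefSeq gene table of assembly GRCm38.p6. Of 544 gene names, 504 matched a current symbol, 31 matched an older name and 9 matched none, of which 3 are written as calendar dates. Among 751 peaks with a matched gene, 740 lay within that gene's span in this assembly. Coordinates are printed as deposited, without stating whether they count from 0 or 1. The gene table was further used for gene types and for which genes hold a small nucleolar RNA (snoRNA) gene within their span; it gives no strand.

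Alternatives set before the data were examined were a stricter list (the better 50% by log2 fold change) for the numbers of peaks and genes, the 3′ UTR share and the width, merging of intervals for the number of peaks, and 1 peak per gene for the 3′ UTR share. For the comparison of log2 fold change between coding sequence and 3′ UTR, they were means in place of medians and 1 peak per gene. The same settings for the other 11 comparisons of locations, and merging for the width and the share of RPM, were added after seeing the data. Also added then were other treatments of intergenic peaks in the 3′ UTR share, comparison within quintiles of RPM, leaving out intronic peaks in snoRNA host genes, older gene names replaced, other interval methods, and 1 read added to each side. The planned fits of CLIP against input per library were not run, because the table has no value per library. The planned length-expected share of 3′ UTR peaks and the planned stem-loop counts were not run, because no transcript annotation or genome sequence was used here. The permutation tests and read recovery were tested on simulated data. The depth ratio was recovered with an error of at most 0.000137% in 3 simulated lists, the permutation test called 5% of 200 simulated comparisons without a difference, and it detected a shift of 0.5 log2 units in 99.5% of 200. These comparisons drew log2 fold changes of 3′ UTR peaks at the sizes of the 3′ UTR and coding-sequence classes, 300 and 209. The power for smaller classes and for log2 RPM was not simulated. The ratio interval covered the true value in 95.9% of 1000 simulated peaks. These peaks were not selected, and their mean input was above the lowest recovered input in the list. Coverage for peaks with the fewest input reads, or chosen for a large fold change, was therefore not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.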

Results

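To identify the RNAs contacted by the R783H mutant of Trim71, CLIP libraries from FLAG-Trim71 (R783H) mouse embryonic stem cells were compared with input RNA of the same cells. There were 2 CLIP and 2 input libraries. The authors' deposited table listed 793 peaks with 1 value each for the whole series, so none of the values below carries a replicate error. The recovered read totals were 11000000 for CLIP and 82160000 for input.

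The listed peaks contained between 34 and 9051 CLIP reads, with a median of 92. In RPM, the range was 3.09 to 823 and the median 8.36. The recovered input reads in the same intervals ranged from 5 to 5027, with a median of 42. The peaks held 244497 CLIP reads in sum, which is 2.22% of the CLIP total if no read was counted in more than 1 peak. The deposited log2 fold change of CLIP over input ranged from 2.04 to 7.69, with a median of 4.20 and an interquartile range of 3.51 to 5.02. Counting error alone gave a median half-width of 0.56 for the 95% interval of the log2 fold change, and half-widths between 0.05 and 1.53. The CLIP reads exceeded the input reads at equal depth in 793 of 793 peaks (exact binomial test, Benjamini-Hochberg adjusted, largest adjusted p = 5.36e-24). This test compares the pooled libraries, and the peaks had already been selected for enrichment by the authors. The lower bound of the interval lay above 4-fold enrichment (a log2 fold change of 2) in 785 peaks, with the Clopper-Pearson and with the Wilson interval.

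Peaks were narrow. The median width was 32 bases, with an interquartile range of 19 to 49 bases, and the widest interval spanned 115 bases. No intervals overlapped on the same strand, and the smallest gap between neighbours was 11 bases. Within 50 bases of one another lay 39 pairs of neighbours, so merging at that distance left 754 intervals with a median width of 34 bases. Across peaks, wider intervals had higher RPM (Spearman rho = 0.20, Pearson r = 0.16 with log2 RPM, permutation p for rho 1e-05, adjusted p = 3e-05 over 3 relations). RPM and log2 fold change were weakly and inversely related by rank (Spearman rho = -0.15, adjusted p = 4.5e-05), while the Pearson r with log2 RPM was -0.04. Width and log2 fold change had a Spearman rho of -0.08 and a Pearson r of -0.09 (permutation p for rho 0.0297, adjusted p = 0.0297). These relations are across peaks, which are not independent replicates.

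The peaks were assigned to 544 gene names, of which 425 had 1 peak and 119 had 2 or more. A further 30 peaks were listed as intergenic. By the gene table, 489 of the genes were protein-coding, 17 were long noncoding RNAs, 17 were snoRNAs and 11 were microRNAs. Ribosomal protein genes, chosen by the start of the symbol alone, accounted for 100 peaks in 49 genes and for 20.8% of the summed RPM. Peaks at all locations were counted, introns included, so this share is not that of ribosomal protein messenger RNA. Many of these genes have near-identical processed copies, and snoRNAs occur in families, so the assignment of their reads is uncertain because the alignment rules are not stated.

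The question of where on the transcript the mutant protein was bound was addressed by the location of each peak. The largest class was the 3′ UTR with 300 peaks in 255 genes, or 37.8% of the list (95% Clopper-Pearson interval 34.4 to 41.3%). Counting only the strongest peak of each of the 544 genes, without intergenic peaks, moved this share most, to 43.0%, above that interval; among all 763 peaks assigned to a gene it was 39.3%. The better 50% of the list by log2 fold change gave 33.1%, below the interval. Coding sequence held 209 peaks (26.4%, interval 23.3 to 29.6%), introns 121 peaks (15.3%, interval 12.8 to 18.0%) and exons the authors left unclassified 95 peaks (12%, interval 9.80 to 14.4%). The 5′ UTR held 21 peaks (2.65%, interval 1.65 to 4.02%). A combined label of coding sequence and 3′ UTR was given to 13 peaks, and one of coding sequence and 5′ UTR to 4 peaks. Among the 547 peaks in exons of classified messenger RNA, 3′ UTR peaks made up 54.8% (interval 50.6 to 59.1%). These shares were not set against the lengths of the regions.

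The distribution of reads differed from that of peaks. Introns and unclassified exons together held 216 peaks, or 27.2% of the list (Clopper-Pearson interval 24.2 to 30.5%), but 67.3% of the summed RPM. The 3′ UTR peaks held 17.8% of the RPM and coding-sequence peaks 10.5%. The 20 peaks with the most RPM contained 38.1% of the RPM, and 19 of these 20 lay in introns or unclassified exons. When intervals within 50 bases were merged and only the highest RPM of each was kept, introns and unclassified exons held 62.5%.

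**Figure D1:**
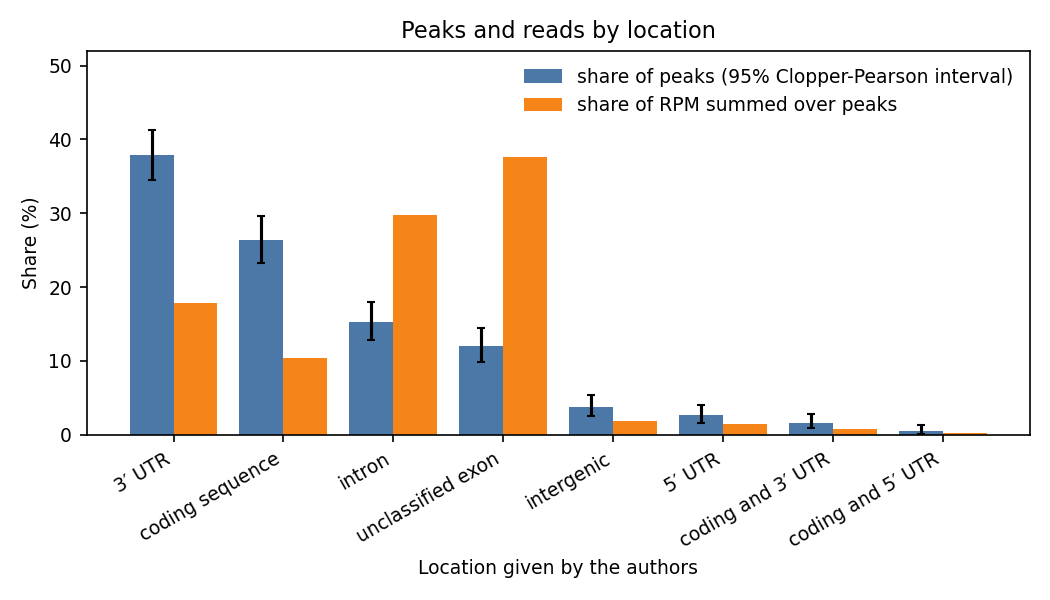
Share (%) of the 793 peaks in each location (blue bars, with 95% Clopper-Pearson intervals) beside the share of the RPM summed over peaks (orange bars, no error available). The 3′ UTR holds 37.8% of peaks and 17.8% of RPM, whereas unclassified exons hold 12% of peaks and 37.6% of RPM.

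Enrichment over input was then compared between locations, with the 3′ UTR class as reference. The median log2 fold change was 4.01 in 3′ UTR peaks (interquartile range 3.37 to 4.82) and 4.07 in coding-sequence peaks (3.52 to 4.79). This difference of 0.06 was not distinguishable from 0 (permutation test, n = 209 and 300 peaks, p = 0.625, adjusted p = 0.681). The alternative that moved it most, each gene's strongest peak only, gave a difference of 0.14 with an adjusted permutation p of 0.384, although it selects peaks on the value compared. Intronic peaks had a higher median, 5.02 (4.3 to 5.77), which exceeded that of 3′ UTR peaks by 1.01 (permutation test, p = 1e-05, the smallest that the resamples can give, adjusted p = 6e-05). Their median recovered input was 24 reads against 42 in 3′ UTR peaks. The 21 peaks in 5′ UTRs had a median of 4.71, or 0.69 above the 3′ UTR class, and did not pass the adjusted threshold (permutation p = 0.0183, adjusted p = 0.055); with means in place of medians the difference was 0.57 and passed it (adjusted permutation p = 0.0493). Peaks in unclassified exons (median 4.32, adjusted permutation p = 0.114), intergenic peaks (3.78, adjusted p = 0.408) and peaks labelled as both coding sequence and 3′ UTR (3.28, adjusted p = 0.0958) did not differ from 3′ UTR peaks beyond the adjusted threshold.

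In RPM, peaks in unclassified exons stood apart, with a median of 27.8 RPM against 7.46 RPM in 3′ UTR peaks. The difference was 1.90 on the log2 scale (permutation p = 1e-05, adjusted p = 6e-05). This class is not a region of messenger RNA alone. By the gene table, 28 of its peaks were in long noncoding RNA genes, 18 in snoRNA genes and 10 in microRNA genes. Protein-coding genes held 33, and 6 were in genes without a match. Peaks in 5′ UTRs had a median of 12.8 RPM, 0.78 higher on the log2 scale than 3′ UTR peaks (permutation p = 0.00218, adjusted p = 0.00872). That call was lost when only each gene's strongest peak was kept, where the difference was 0.16 (adjusted permutation p = 0.607). Coding-sequence peaks, with a median of 7.36 RPM, differed from 3′ UTR peaks by -0.02 on the log2 scale (adjusted permutation p = 0.829). Intronic peaks had a median of 8.64 RPM and a wide interquartile range, from 5.18 to 33.6 RPM. Their median did not differ from that of 3′ UTR peaks (adjusted permutation p = 0.135), although their mean log2 RPM did, by 0.86 (adjusted permutation p = 4e-05). Intergenic peaks (9.59 RPM, adjusted p = 0.0642) and the peaks labelled as both coding sequence and 3′ UTR (9.09 RPM, adjusted p = 0.32) did not pass the adjusted threshold in the same permutation tests.

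**Figure D2:**
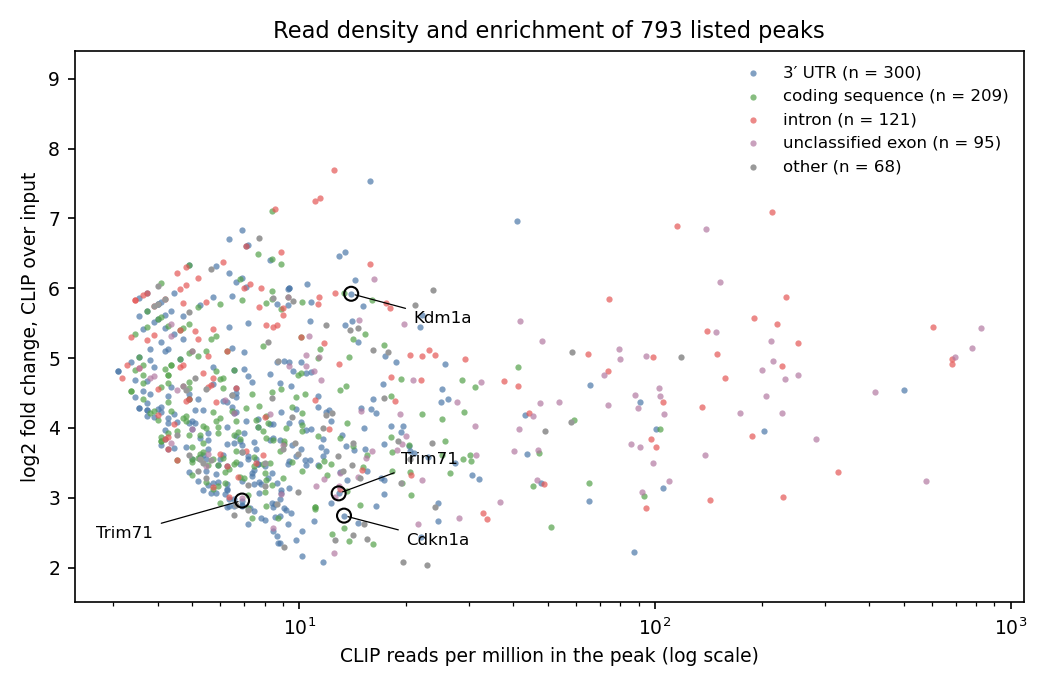
Deposited log2 fold change of CLIP over input (y axis) against the RPM of the peak (x axis, log scale), with 1 point per peak coloured by location and circles on the peaks of Kdm1a, Cdkn1a and Trim71. Of the 48 points above 100 RPM, 42 are in introns and unclassified exons, and Kdm1a lies at 5.92, above the Cdkn1a and Trim71 peaks, which lie between 2.74 and 3.06.

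Of the 9 genes fixed in advance, 3 were in the list (Kdm1a, Cdkn1a and Trim71) and 6 were not listed (Ago2, Rbl1, Rbl2, Mbnl1, Egr1 and Esrrb). Without values for unlisted regions, the level of binding to those 6 genes is not known. Kdm1a, which encodes the histone demethylase Lsd1, had a single peak of 11 bases in its 3′ UTR on the minus strand of chromosome 4, from 136550713 to 136550724. It contained 154 CLIP reads (14 RPM) and 19 recovered input reads. In the authors' deposited table its log2 fold change was 5.92, with a 95% counting interval of 5.23 to 6.69. This was the 23rd highest of the 300 values in 3′ UTR peaks, and the peak ranked 54th of them by RPM.

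Cdkn1a, which encodes the cell cycle inhibitor p21, had a 3′ UTR peak of similar RPM on the plus strand of chromosome 17, from 29099510 to 29099531. It had 147 CLIP reads (13.4 RPM) but 164 recovered input reads, and the authors' deposited table gave a log2 fold change of 2.74 (interval 2.41 to 3.07), 281st of the 300 values. Trim71 itself had a pair of 3′ UTR peaks on the minus strand of chromosome 9. The peak from 114512601 to 114512652 had 142 CLIP reads, 127 recovered input reads and a log2 fold change of 3.06 (interval 2.71 to 3.42). The peak from 114511452 to 114511490 had 76 CLIP reads, 73 recovered input reads and a log2 fold change of 2.96 (interval 2.48 to 3.44). The counting interval of Kdm1a did not overlap those of the Cdkn1a and Trim71 peaks. Whether this difference exceeds the spread between replicates could not be tested.

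The 10 peaks with the largest log2 fold change had values from 6.85 to 7.69 and lay in introns (6 peaks), 3′ UTRs (2 peaks), coding sequence (1 peak) and an unclassified exon (1 peak). The highest value, 7.69 (interval 6.43 to 9.33), belonged to an intronic peak of Snx2 on the plus strand of chromosome 18, from 53198740 to 53198765. It had 138 CLIP reads against 5 recovered input reads, the lowest number in the list, which 17 peaks had. The next was a 3′ UTR peak of L3mbtl2 on the plus strand of chromosome 15, from 81687480 to 81687497, at 7.54 (interval 6.46 to 8.87) with 174 CLIP and 7 input reads. Intronic peaks of Unc13b (7.29), Ogt (7.25) and Cspp1 (7.13) and a coding-sequence peak of Ext2 (7.10) followed, each with 5 or 6 recovered input reads. The order among these 6 peaks is not resolved by their counting intervals, and adding 1 read to both sides placed Ogt, Cspp1 and Ext2 below the next peak. The other 4 rested on more input reads. An intronic peak of the noncoding gene 1110038B12Rik had a log2 fold change of 7.09 (interval 6.83 to 7.36) from 2352 CLIP and 129 input reads. The values were 6.96 for a 3′ UTR peak of Rpl41 with 27 input reads, 6.89 for an intronic peak of Nop56 with 80 input reads, and 6.85 for a peak in the snoRNA gene Snord58b with 99 input reads.

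**Figure D3:**
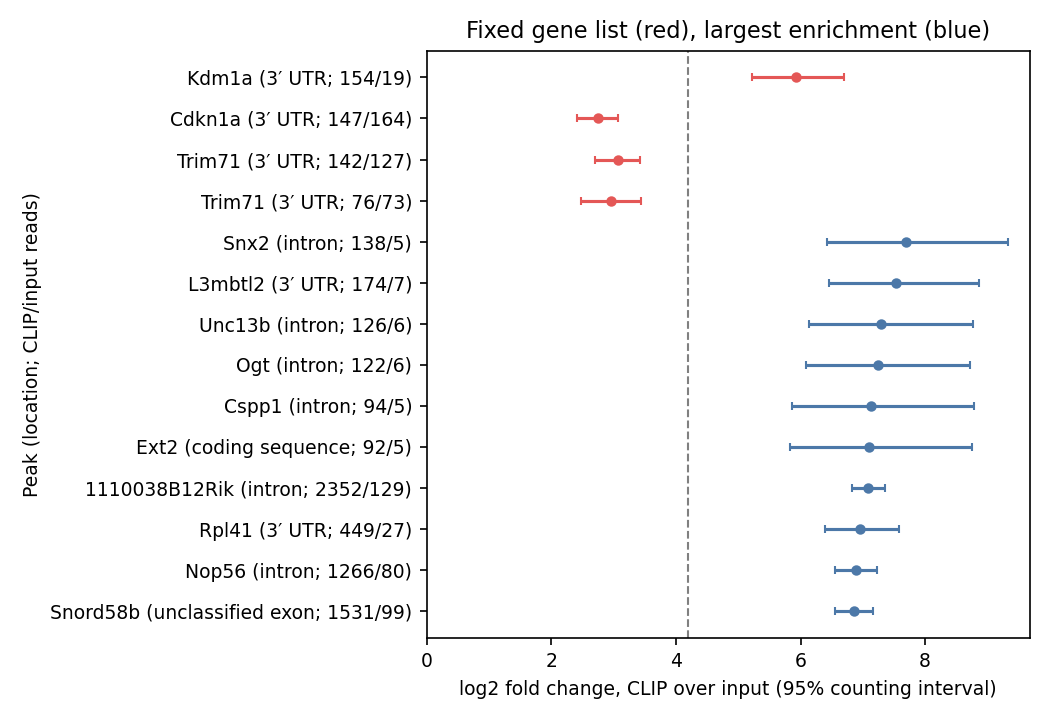
Log2 fold change of CLIP over input (x axis) for the listed peaks of the fixed gene list (red) and for the 10 peaks with the largest values (blue), with 95% counting intervals as bars; each row gives the location and the CLIP and input reads, and the dashed line marks the median of all peaks, 4.20. Kdm1a lies above the median, the Cdkn1a and Trim71 peaks lie below it, and the 6 highest values have the widest intervals.

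The genes with the most peaks were Gas5 and Snhg1 with 9 peaks each, Slc25a36 with 8, Pspc1 with 6 and Fubp1 with 5. Several Gas5 peaks and several Snhg1 peaks lay within 50 bases of a neighbour, whereas those of Slc25a36 did not. With such intervals merged, Slc25a36 would have the most, so this order depends on how the intervals were split. Gas5 on chromosome 1 and Snhg1 on chromosome 19 are noncoding RNA genes that hold snoRNA genes in their spans. Their 18 peaks contained 23.1% of the summed RPM of the list, in which a read spanning neighbouring intervals may count more than once. The Gas5 peaks, 5 in unclassified exons and 4 in introns, ranged from 139 to 823 RPM with log2 fold changes of 3.61 to 6.09. The Snhg1 peaks were all in unclassified exons and ranged from 22.2 to 284 RPM, with log2 fold changes of 3.09 to 4.95. The Slc25a36 peaks on chromosome 9, 7 in introns and 1 in an unclassified exon, had 4.18 to 12.9 RPM and log2 fold changes of 3.55 to 5.39. The 6 Pspc1 peaks on chromosome 14 were intronic, with 4.73 to 9 RPM and log2 fold changes of 4.90 to 6.52. The 5 Fubp1 peaks on chromosome 3 were in the 3′ UTR, with 5.73 to 15.1 RPM and log2 fold changes of 4.23 to 6.62.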

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

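The table gives 1 value per peak for the whole series, so leaving out a replicate and regrouping the libraries were not possible. No paired analysis was possible because the table carries no value per library. Also not run were the planned edgeR, DESeq2 and limma fits per library, the length-expected share of 3′ UTR peaks and the overlap rules that need an annotation, the stem-loop counts, and the stricter list for the comparison of 3′ UTR with coding sequence, since the table has no p-value and a list chosen by log2 fold change would select on the value compared.

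Keeping the better 50% of the list by log2 fold change left, by construction, 396 peaks, in 303 genes, and lowered the 3′ UTR share from 37.8% to 33.1%, just below its interval. Leaving out intergenic peaks gave 39.3%, and counting only the strongest peak of each gene, also without intergenic peaks, gave 43.0%, above the interval of 34.4 to 41.3%. With each gene's strongest peak and all intergenic peaks, the share was 40.8%, within its interval. Merging intervals within 50 bases and keeping the highest RPM lowered the share of RPM in introns and unclassified exons from 67.3% to 62.5%.

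Among the 12 comparisons with 3′ UTR peaks, 23 of 31 alternatives kept both the direction and the side of the adjusted threshold. Both numbers include log2 fold change comparisons with each gene's strongest peak, which cannot show stability because they select on the value compared. The higher log2 fold change of intronic peaks passed it with means (0.80), within quintiles of RPM (1.15) and without intronic peaks in snoRNA host genes (1.20). It also passed with each gene's strongest peak (1.29), but that setting picks peaks by log2 fold change, the value compared, and so shows no stability of a log2 fold change. The higher log2 fold change of 5′ UTR peaks passed it with means (0.57), with the strongest peak per gene (1.00, with the same limit) and within quintiles of RPM (0.80), but not in the comparison of medians. For log2 RPM, the difference of 5′ UTR peaks failed it with means (0.47) and with the strongest peak per gene (0.16). The log2 RPM of intronic peaks passed it with means (0.86), and that of intergenic peaks passed it with the strongest peak per gene (0.42). The log2 fold change of intergenic peaks reversed within quintiles of RPM, from -0.24 to 0.16, without passing the threshold in either case. The cause of these changes was not tested.

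Adding 1 read to both sides is a change smaller than the counting error, so it does not test the named values, but it altered their order. Ogt fell to 7.04, Cspp1 to 6.89 and Ext2 to 6.86, below 1110038B12Rik at 7.08. Replacing older gene names left 544 genes, and merging intervals within 50 bases left 754 peaks with a median width of 34 bases. Depth limits the largest values: the 6 highest log2 fold changes rest on 5 to 7 recovered input reads. Such low input was not particular to them, since 92 listed peaks had 5 to 9 recovered input reads.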

Other observations

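All tests in this part were chosen after the pattern they address had been seen. For the tests of host gene expression, host gene length, read depth and the share of snoRNA hosts among intronic peaks, the outcome of the test itself was not yet known. No group other than CLIP and input exists in the design, so no biological explanation was tested against another condition.

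Intronic peaks fell into sets of very different RPM. The 42 intronic peaks in the 27 genes that hold an annotated snoRNA gene in their span had a median of 61.4 RPM (interquartile range 21.0 to 155). The other 79 intronic peaks, in 59 genes, had a median of 6.27 RPM (4.64 to 10.6). The difference was 3.26 on the log2 scale (permutation test, two-sided, p = 1e-05, the smallest that the resamples can give). Such a difference is what intron-encoded snoRNAs would give, and those 42 peaks held 24.1% of the summed RPM of the list. Whether each peak lies on the snoRNA itself was not examined. Longer genes holding a snoRNA by chance would predict longer host genes, but their median length was 5176 bases against 46811 bases, a log2 difference of -3.18 (permutation p = 1e-05). Higher expression of host genes would raise their exonic peaks too. The 62 peaks in 3′ UTRs or coding sequence of host genes had a median of 10.6 RPM against 7.18 RPM in the 447 of other genes, a log2 difference of 0.57 (permutation p = 2e-05). This exonic difference was smaller than the intronic one, but it was taken over host genes in general, not over the 27 with an intronic peak alone. Expression therefore may contribute to the intronic difference, by an amount that cannot be determined here. A hypothesis is that a large part of the recovered RNA outside messenger exons is snoRNA. Contact with the mutant protein and carry-over of abundant small RNA in the immunoprecipitation cannot be told apart without a CLIP from cells without the tag, which was not analysed here.

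The higher enrichment of intronic peaks was not explained by these snoRNA hosts. Without the 42 intronic peaks in host genes, the difference of the median log2 fold change of intronic peaks from that of all 300 3′ UTR peaks, host genes included, was 1.20 (adjusted permutation p = 6e-05), and between the host and other intronic peaks the log2 fold change differed by -0.31 (permutation p = 0.146). Read depth did not explain it either: within quintiles of RPM the difference was 1.15 (adjusted permutation p = 6e-05). Sparse intronic sequence in the input remains a candidate explanation. Intronic peaks had a median of 24 recovered input reads against 42 in 3′ UTR peaks, but the fold change is computed from these same reads, and input values outside the peaks were not analysed here.

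No listed peak had 0 to 4 recovered input reads, whereas 92 peaks had 5 to 9, 67 had 10 to 14 and 63 had 15 to 19. Across these bins the numbers rose towards the edge. Within the lowest of them, 24 peaks had 6 reads and 17 had exactly 5, and no listed peak had fewer. This abrupt stop is consistent with either a minimum of 5 input reads or a constant of 5 added to the input reads before the ratio was taken, and the table cannot tell these apart. In the first case, sites with little or no input signal would be missing from the list. In the second, the largest log2 fold changes would be lower bounds. Both bear on any ranking by fold change, since 6 of the 10 highest peaks have fewer than 10 recovered input reads.

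The lower edge of enrichment depended on depth. Among the 100 peaks with the fewest reads (34 to 48 CLIP reads), the lowest log2 fold change was 3.70 and the median 4.82. In 10000 random sets of 100 listed peaks, the lowest value never exceeded 2.94 (share of sets 0.0001, the smallest they can give). Among the 100 peaks with the most reads (357 or more), the lowest value was 2.23 and the median 4.37. A selection rule that couples read number with enrichment, such as a significance threshold, may produce this edge. Under such a rule, the fold changes of the weakest peaks are not a random sample of those of sites at that depth, and the weak inverse rank relation of RPM and log2 fold change could arise from the rule alone.

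Intergenic peaks were also examined for a nearby listed gene. Of 30 intergenic peaks, 3 had a genic peak within 10 kb on the same strand and 0 on the other strand (exact one-sided binomial test, p = 0.125, the smallest possible with 3). One of them, with 259 CLIP reads, neighboured an unclassified-exon peak of the snoRNA gene Snord64 that did not lie upstream of it. This case does not bear on transcripts running past a 3′ end. Only genes with a listed peak were searched, so an upstream gene without one is not excluded. For 2 of the 3, the neighbour was the 3′ UTR of Trim71, upstream on the minus strand of chromosome 9. The peak from 114509363 to 114509402 lay 2050 bases downstream of the nearest Trim71 peak, with 139 CLIP reads and a log2 fold change of 2.39 (interval 2.07 to 2.71). The peak from 114507993 to 114508023 lay 3429 bases downstream, with 50 CLIP reads and a log2 fold change of 3.90 (interval 3.18 to 4.66). Trim71 transcripts running past the annotated end are a candidate explanation for these 2 peaks only, and the binomial test over 3 peaks does not settle it.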
